# Dietary Conjugated Linoleic Acid Modulates the Hepatic Circadian Clock Program *via* PPARα/REV-ERBα-Mediated Chromatin Modification in Mice

**DOI:** 10.3389/fnut.2021.711398

**Published:** 2021-10-15

**Authors:** Hao-Yu Liu, Haotian Gu, Yanwei Li, Ping Hu, Yatian Yang, Kaiqi Li, Hao Li, Kexin Zhang, Bo Zhou, Huaxing Wu, Wenbin Bao, Demin Cai

**Keywords:** circadian clock, metabolic physiology, nuclear receptor, PPARα, REV-ERBα

## Abstract

**Scope:** Disruptions of circadian rhythm cause metabolic disorders and are closely related to dietary factors. In this study, we investigated the interplays between the dietary conjugated linoleic acid (CLA)-induced hepatic steatosis and the circadian clock regulation, in association with lipid homeostasis.

**Methods and Results:** Exposure of mice to 1.5% dietary CLA for 28 days caused insulin resistance, enlarged livers, caused hepatic steatosis, and increased triglyceride levels. Transcriptional profiling showed that hepatic circadian clock genes were significantly downregulated with increased expression of the negative transcription factor, REV-ERBα. We uncovered that the nuclear receptor (NR) PPARα, as a major target of dietary CLA, drives REV-ERBα expression *via* its binding to key genes of the circadian clock, including *Cry1* and *Clock*, and the recruitment of histone marks and cofactors. The PPARα or REV-ERBα inhibition blocked the physical connection of this NR pair, reduced the cobinding of PPARα and REV-ERBα to the genomic DNA response element, and abolished histone modifications in the CLA-hepatocytes. In addition, we demonstrated that CLA promotes PPARα driving REV-ERBα transcriptional activity by directly binding to the PPAR response element (PPRE) at the *Nr1d1* gene.

**Conclusions:** Our results add a layer to the understanding of the peripheral clock feedback loop, which involves the PPARα-REV-ERBα, and provide guidance for nutrients optimization in circadian physiology.

## Introduction

The circadian clock is a time program created endogenously in all organisms. It is controlled by genetically encoded molecular components, which generate cyclic changes in activities during a period of about a day (1, 2). A wide array of metabolic processes displays circadian rhythms, which are linked with sleep-wake cycles, feeding behavior, and nutrient availability (3). Disruptions of the circadian clock may cause metabolic diseases in humans and animals. For example, the incidence rates of obesity and cancer are high in long-shift workers (4, 5). The Clock mutant mice are described to develop a metabolic syndrome of hyperlipidemia, hepatic steatosis, and hypoinsulinemia (6).

At the heart of the molecular circadian clock lies a transcription-translation feedback loop (TTFL), containing the key proteins CLOCK, BMAL1 (*Arntl1*), PERIOD (PER homologs 1–3), and cryptochrome (CRY homologs 1 and 2) (3, 7). The CLOCK-BMAL1 heterodimer is responsible for activating the transcription of target genes in their promoter and/or enhancer regions, including the genes encoding PER and CRY (8, 9), whereas the PER and CRY act as repressors to antagonize the CLOCK-BMAL1 through posttranslational inhibition (10–12). Alternatively, REV-ERBα and REV-ERBβ mediate transcriptional repression of the clock genes in the negative feedback loop (13, 14). The nuclear receptors (NRs), REV-ERBs are ligand-regulated transcription factors (15) that link circadian rhythms with metabolism. REV-ERBα has been shown to regulate the expression of *Arntl1* and affects the lipid signaling protein, apolipoprotein CIII in the liver cells (10). Dual depletion of *REV-ERB*α*/*β function by the creation of double-knockout mice (DKOs) results in multiple phenotypes including altered circadian wheel-running behavior and lipid dysregulation (13). The severity of the circadian disruption was comparable to that was seen in *Bmal1*^−/−^ mice (16). Bmal1 deficiency also reprogram lipid metabolism in the livers of mice (17). Finally, the TTFL is also involved in chromatin modifications of the central circadian oscillators in mammals and plants (18). Dynamic histone modifications can change the chromatin structure of genes, and affect the accessibility of clock regulators and/or RNA polymerase II (Pol-II); thus, promote the rhythmic expression of target genes (19, 20). However, it is still unclear which diverse manners of the molecular clocks are functionally integrated and exhibit distinct tissue-specific transcription regulations (3).

Reciprocally, changes in metabolism can regulate circadian physiology (21). The circadian clock responds to zeitgebers (the so-called time givers) differently (22), depending on both the strength of the stimuli and the circadian phase during which the zeitgebers are applied. In particular, the nutritional challenges, such as high-fat feeding can serve as a strong zeitgeber for the liver, which results in clock reprogramming in mice (21). On administering a high protein/low carbohydrate diet to mice, the expression of BMAL1 and Cry1 were seen to be increased in both the livers and the kidneys (23). Interestingly, it is reported that conjugated linoleic acid (CLA) addition contributes to the alteration of the circadian clock gene expressions in Caco-2 cells *in vitro*, in association with the increased expression of miR-107, while the *in vivo* effects are unknown (24). The CLA is a natural polyunsaturated fatty acid (FA), derived from meat and dairy products (25). The consumption of CLA is related to the reduction of body weight in humans, thereby becomes popular (26). In the western world, the estimated CLA intake ranges from 90 mg per day in the US to 1,500 mg per day in Australia. However, the suggested beneficial intake of CLA is about 3–6 g per day (26, 27). Notably, studies using experimental animals often employ higher doses of CLA than in humans, and produce a considerable variation, even severe side effects including lipoatrophy in rodents (25, 26). Therefore, from the perspective of health science, it is important to better understand the action mechanism of the CLA.

In this study, we hypothesized that a high dose of CLA supplementation may cause changes in the circadian clock program and the associated lipid metabolism in mice. We found that dietary CLA induced hepatic steatosis and insulin resistance in mice during a period of 28 days, and downregulated the clock gene expressions in the liver. By targeting the associated NRs with small-molecule drugs, we aimed to investigate the nature of interactions between the CLA and the molecular clock in animal physiology.

## Materials and Methods

### Animals and Experimental Design

All experiments involving animals were reviewed and approved by the Animal Care and Use Committee of Yangzhou University (YZUDWSY 2017-09-06). Wild-type male Kunming mice at 5 weeks old were purchased from the Jiangsu Laboratory Animals Science Center, housed at 22°C with 50% of humidity on a 12/12-h light/dark cycle and were allowed free access to water and food. Mice were fed a normal chow diet for 1 week for acclimation and were randomized into two groups (*n* = 6): the control group/vehicle received a chow diet with 1.5% (w/w) linoleic acid supplementation, whereas the CLA group received a chow diet with CLA supplementation (1.5% w/w). For *in vivo* studies, the CLA used was a mixture of an equal amount of c9t11 and t10c12 (26). The experiment lasted for 28 days, during which the body weight and food intake were recorded. At the end of the experiment, the animals were euthanized with anesthesia followed by pelltobarbitalum natricum (GENIA Biotech, Beijing, China) (80 mg kg^−1^) treatment. The sampling time was chosen at zeitgeber time (ZT) 8 (8 h after lights are turned on) according to previous descriptions (28). Whole blood was collected *via* cardiac draw with a capillary tube (100 μl, coated with K3 EDTA, Sarstedt, Nümbrecht, Germany), and plasma was prepared by centrifugation. Together with the liver tissues, the samples were taken and were snap-frozen in liquid nitrogen, thereafter stored at −80°C until further analysis.

For the circadian rhythm measurement, a total of 72 mice in two groups were fed as described above for 28 days. The livers were collected from control (*n* = 6) or CLA (*n* = 6) mice at ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20 for 24 h. The liver tissues were snap-frozen in liquid nitrogen for further analysis.

### Lipid, Blood Glucose, Insulin Level Analyses, and Insulin Tolerance Test/Glucose Tolerance Test

Liver triglyceride levels were determined on a Roche Integra 400 Plus analyzer (Roche Diagnostics, Basel, Switzerland). Plasma insulin and glucose levels were measured using a 125I-labeled insulin radioimmunoassay kit (Beijing North Institute of Biological Technology, Beijing, China) and OneTouch Ultra Easy (LifeScan, Shanghai, China) following the instructions of the manufacturers, respectively. For insulin tolerance test/glucose tolerance test (ITT/GTT), the mice had been fasted for 6 h and then gave an intraperitoneal (*i.p.)* injection of insulin (Novolin R; Novo Nordisk, Bagsvaerd, Denmark) or glucose at a dose of 1 unit kg^−1^ or 2 g kg^−1^ body weight. The measurement of blood glucose was conducted by tail bleeding at 0, 30, 60, 90, and 120 min, using the One Touch Ultra Easy.

### Histology and Oil Red O Staining

Five μm thick sections from the liver tissues were stained with hematoxylin and eosin (H&E) and were visualized using a light microscope (Leica DFC 420C; Leica Microsystems, Wetzlar, Germany) at x20 magnification. In parallel, sections were fixed with 10% formalin. After fixation, 60% of isopropanol was added for 30 s and was subsequently removed. Oil Red O working solution (Sunshinebio, Nanjing, China) was then applied for 1 h. After the removal of the Oil Red O working solution, 100% of isopropanol was added to extract Oil Red O and was finally visualized. Duplicate sections of each mouse were used for histological analysis.

### Primary Murine Hepatocytes Isolation and Cell Culture

Hepatocytes were isolated from the control and the CLA-treated mice by liver perfusion using a two-step method with collagenase as described previously (29). Peripheral blood and cells were flushed from the liver in Hank's balanced salt solution followed by perfusion using the collagenase digestion solution. Thereafter, the liver was dissected and mechanically dissociated. The acquired cell suspension was filtered through a 100 μm-cell mesh followed by centrifugation at 50 x *g* for 5 min at 4°C to obtain hepatocytes and were maintained in OptiCulture hepatocyte media (Sekisui XenoTech LLC, KS, USA).

### Real-Time Quantitative Reverse Transcription PCR and Western Blotting Analysis

Total RNA was isolated from mice livers or hepatocytes. The complementary DNA (cDNA) was prepared, amplified, and measured in the presence of SYBR Green as previously described (30). The fluorescent values were collected and a melting curve analysis was performed. *Gapdh* was used as the internal reference to normalize the relative level of each transcript. The primers used are shown in Supplementary Table 1. Hepatocytes were analyzed by immunoblotting with PPARα (Millipore, MA, USA; MAB3890), REV-ERBα (cell signaling, #13418), and Bmal1 (cell signaling, #14020).

### RNA-Sequencing Analysis

The liver tissue RNA was prepared for RNA-sequencing (RNA-seq) analysis using Illumina Tru-Seq RNA Sample Prep Kit (Illumina Inc., CA, USA), according to the instructions of the manufacturer. Libraries were constructed and validated with an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Sequencing was performed on an Illumina HiSeq 2000 sequencer at BGI Tech (Hong Kong, China). The FASTQ-formatted sequence data were obtained and analyzed using a standard BWA-Bowtie-Cufflinks workflow. Sequence reads were mapped to mm9 assembly with BWA and Bowtie software. The Cufflinks package was used for transcripts assembly, quantification of normalized gene and isoform expression, and the analysis of different expressions. Gene set enrichment analysis (GSEA v.3.0) was applied to rank the genes based on the shrunken limma log2 fold-changes. The GSEA tool was used in a “pre-ranked” model with default parameters.

### Small Interfering RNA Transfection

Small interfering RNAs (siRNAs) for PPARα gene knockdown were purchased from Dharmacon (J-040740-09-0005, J-040740-10-0005). The siRNAs for REV-ERBα gene knockdown were purchased from Dharmacon, CO, USA (J-051721-05-0002, J-051721-06-0002). Transfections were performed with OptiMEM (Invitrogen, MA, USA) and Dharmafectin#1 (Dharmacon, CO, USA) following the instructions of the manufacturers.

### Chromatin Immunoprecipitation Quantitative Real-Time PCR

Mice livers or primary murine hepatocytes were subject to crosslinking in 1% of formaldehyde for 5 min followed by quenching with glycine for 5 min on ice. Cells were pelleted by centrifugation and resuspended in a lysis buffer (50 mM HEPES pH 8.0, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X100). The pellets were then resuspended in a washing buffer (10 mM Tris pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 200 mM NaCl), washed and resuspended in a shearing buffer (0.1% SDS, 1 mM EDTA, pH 8, 10 mM Tris HCl, pH 8) before sonication following the instruction of the manufacturer. Chromatin fragments were precipitated using specific antibodies and protein G beads, washed, and treated with proteinase K and RNase A. Purified chromatin immunoprecipitation (ChIP) DNA was then used for chromatin immunoprecipitation quantitative real-time PCR (ChIP-qPCR) analysis. The antibodies used for the ChIP-qPCR assay include PPARα (Millipore, MA, USA; MAB3890); RNAPII (Santa Cruz Biotechnology, TX, USA; sc-899); RNAPII-S2P (Active Motif, CA, USA; #61083); H3K27ac (Abcam, Cambridge, UK; ab4729); H3K4me1(Abcam, Cambridge, UK; ab8895); IgG (Santa Cruz Biotechnology, TX, USA; sc-2027), and REV-ERBα (Proteintech, IL, USA; 14506-1-AP). ChIPs were performed with each experimental point in triplicate, and each experiment was repeated three times. The primers are shown in Supplementary Table 1.

### ChIP-Seq Data Analysis

ChIP-seq Fastq files (GSE61817, GSE67973) were processed by the pipeline of AQUAS Transcription Factor (https://github.com/kundajelab/chipseq_pipeline) as described (31). Briefly, sequencing tags were mapped against mm9 using BWA 0.7.15. (32). Uniquely mapped tags after filtering and deduping were used for peak calling by the model-based analysis for ChIP-Seq (MACS; 2.1.0) to identify the regions of enrichment over the background. Normalized genome-wide signal-coverage tracks from raw-read alignment files were built by MACS2, UCSC tool (bedGraphToBigWig/bedClip; http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/), and bedTools (https://github.com/arq5x/bedtools2). Visualization of ChIP-seq signal at enriched genomic regions (avgprofile and heatmap) was achieved by using deepTools (https://deeptools.readthedocs.io/en/develop/index.html).

### ChIP-Re-ChIP Assays

Chromatin immunoprecipitation was performed as described previously (33) with the following modifications. The crude chromatin solutions of the CLA-treated hepatocytes were first cleared with protein A beads (Invitrogen, MA, USA) that had been precoated with preimmune serum for 2 h at 4°C. Then, the precleared chromatin solutions were incubated at 4°C overnight with the other antibodies listed in the Supplementary Material, prior to precipitation with protein A beads that had been preblocked with bovine serum albumin and sonicated salmon sperm DNA. For re-ChIP, the immunoprecipitated complexes from the first ChIP were eluted with 20 mM dithiothreitol at 37°C for 30 min with brief vortexing, diluted with the ChIP buffer for 50 times, and cleared by centrifugation, before they were incubated with antibodies for the secondary ChIP overnight at 4°C. The immunoprecipitated DNA was analyzed by real-time PCR. Enrichment of genomic DNA was presented as the percent recovery relative to the input. 

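The ChIP primers were matched to the mouse genome assembly mm9, the assembly named in the methods, and their positions were read against the GENCODE vM1 annotation of that assembly. Each primer had 1 exact match in the genome. The Clock amplicon spanned 197 bp on chromosome 5, from 76735280 to 76735476. It lay in intergenic sequence, between 1463 and 1659 bp upstream of the 5′ end of Clock. The amplicon listed for the Cry1 promoter spanned 145 bp on chromosome 10, from 84624595 to 84624739. This interval lay in intron 1 of Cry1, between 23060 and 23204 bp downstream of the gene's 5′ end, and Cry1 had 1 annotated transcript. The Nr1d1 promoter amplicon spanned 198 bp on chromosome 11, from 98636937 to 98637134, in intergenic sequence between 290 and 487 bp upstream of Nr1d1. The Nr1d1 enhancer amplicon spanned 251 bp, from 98634435 to 98634685 on the same chromosome. It lay in intron 1 of Nr1d1, downstream of the 5′ end by 1962 to 2212 bp.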

The primers are listed in Supplementary Table 1.

### Reporter Constructs and Reporter-Gene Assay

Transient transfection and reporter-gene assays were performed according to our previous study (30). For reporter-gene assays, the oligonucleotides encompassing four copies of PPAR element (PPRE) motifs found in the murine *Nr1d1* promoter and enhancer were inserted into the tk-luciferase reporter vector. The mutant form, tk- *Nr1d1*-promoter-mu contains sequences mutated from TCAGGGTGAGGTCA to TCAGGGTGCAAGGA. 

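Nr1d1, the gene that encodes REV-ERBα, lies on the minus strand of chromosome 11 in mm9, from 98629246 to 98636647. The wild-type element TCAGGGTGAGGTCA is a PPRE, a direct repeat to which PPARα binds, and it was found 1 time within 20000 bp of the gene. This match occupied positions 98637025 to 98637038 on the minus strand, in intergenic sequence 391 bp upstream of the gene's 5′ end, and inside the promoter amplicon. With its flanking sequence, the locus reads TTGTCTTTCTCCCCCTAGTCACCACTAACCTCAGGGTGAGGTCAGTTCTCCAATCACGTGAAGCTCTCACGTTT. The same 14 bp had 38 exact matches in the whole genome. The mutant element differs from it by the 5 substitutions A9C, G10A, G11A, T12G and C13G, counted from 1 at the 5′ end of the printed sequence. The mutant sequence had no match within that window around Nr1d1.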

The mutant form, tk-*Nr1d1*-enhancer-mu contains sequences mutated from GGATTAACTAGGTCA to GGATTAACTCAAGGA. 

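The wild-type enhancer element GGATTAACTAGGTCA had 1 exact match in the whole mm9 genome. It occupied positions 98634569 to 98634583 on the minus strand of chromosome 11, in intron 1 of Nr1d1 and 2064 bp downstream of the gene's 5′ end. The flanking sequence was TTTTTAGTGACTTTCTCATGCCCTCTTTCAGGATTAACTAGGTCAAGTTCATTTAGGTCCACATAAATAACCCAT. The mutant carries A10C, G11A, G12A, T13G and C14G, with positions counted from 1 at the 5′ end of this 15-bp element. The enhancer amplicon of the ChIP assays contained the element.

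**Figure D1:**
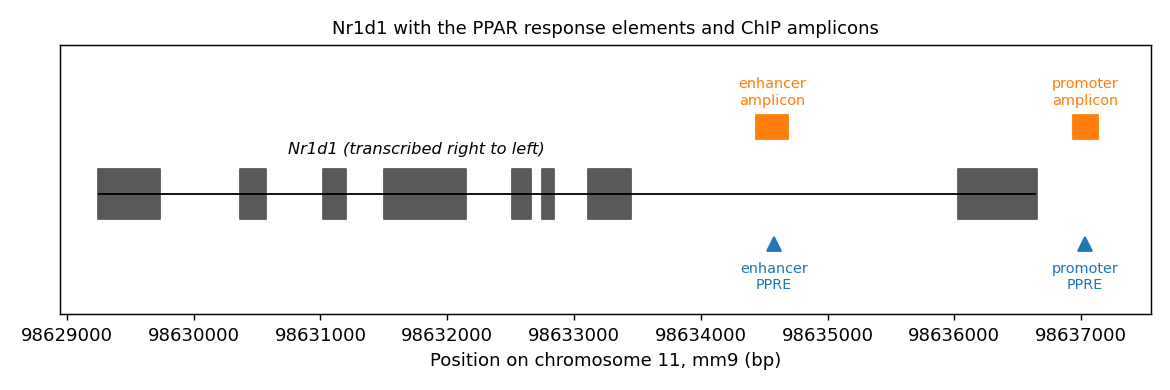
Map of Nr1d1 on chromosome 11 of mm9, with the position in bp on the horizontal axis. Grey boxes are the 8 exons of the longest coding transcript, orange boxes are the promoter and enhancer ChIP amplicons, and blue triangles are the PPREs. The promoter PPRE lies 391 bp upstream of the gene and the enhancer PPRE lies in intron 1.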

Cells (HepG2) were cotransfected with CMX-mPPARα with wild-type or mutant forms of *Nr1d1* promoter and enhancer reporter constructs. The Renilla plasmid was co-transfected for normalization. After 12 h of incubation, the cells were treated with vehicle or CLA or cotreated with compounds as indicated for another 24 h. The luciferase was then analyzed with a Dual-Luciferase Assay system (Promega, WI, USA) on a luminometer according to the instructions of the manufacturer. All transfections were performed in sextuplicate, and each experiment was repeated at least three times.

### Statistical Analysis

Statistical analysis was performed with GraphPad Prism software 8.0. The data are presented as mean ± SD/SEM from at least three independent experiments. Statistical analysis was conducted using two-tailed Student's *t*-tests or ANOVA with Tukey's *post hoc* test to compare the means. The value of *p* < 0.05 was considered significant.

## Results

### Dietary Conjugated Linoleic Acid Induces Nonalcoholic Fatty Liver Disease in Mice

With 1.5% dietary conjugated linoleic acid (CLA) supplementation for 28 days, the changes in animal physiology and lipid metabolism were investigated. This CLA treatment did not affect the body weight or food intake of the mice during the whole period of the experiment compared to the control group (Figures 1A,B). In contrast, the insulin tolerance test/glucose tolerance test **(**ITT/GTT) showed impaired insulin resistance in the CLA-exposed mice compared to the control (Figure 1C), in parallel with the elevated blood insulin levels (Figure 1D). Meanwhile, the CLA treatment dramatically increased the liver weight in mice compared to those of the control group (Figure 1E), along with a significant increase of triglycerides content in the mice fed with CLA (Figure 1F). Histological analysis and Oil Red O staining confirmed the hepatic lipid accumulation in the CLA-treated mice, but not in the control group (Figures 1G,H). These results indicated that dietary CLA supplementation impairs animal body fitness, characterized by a heavier liver, hepatic steatosis, and insulin resistance.

**Figure 1:**
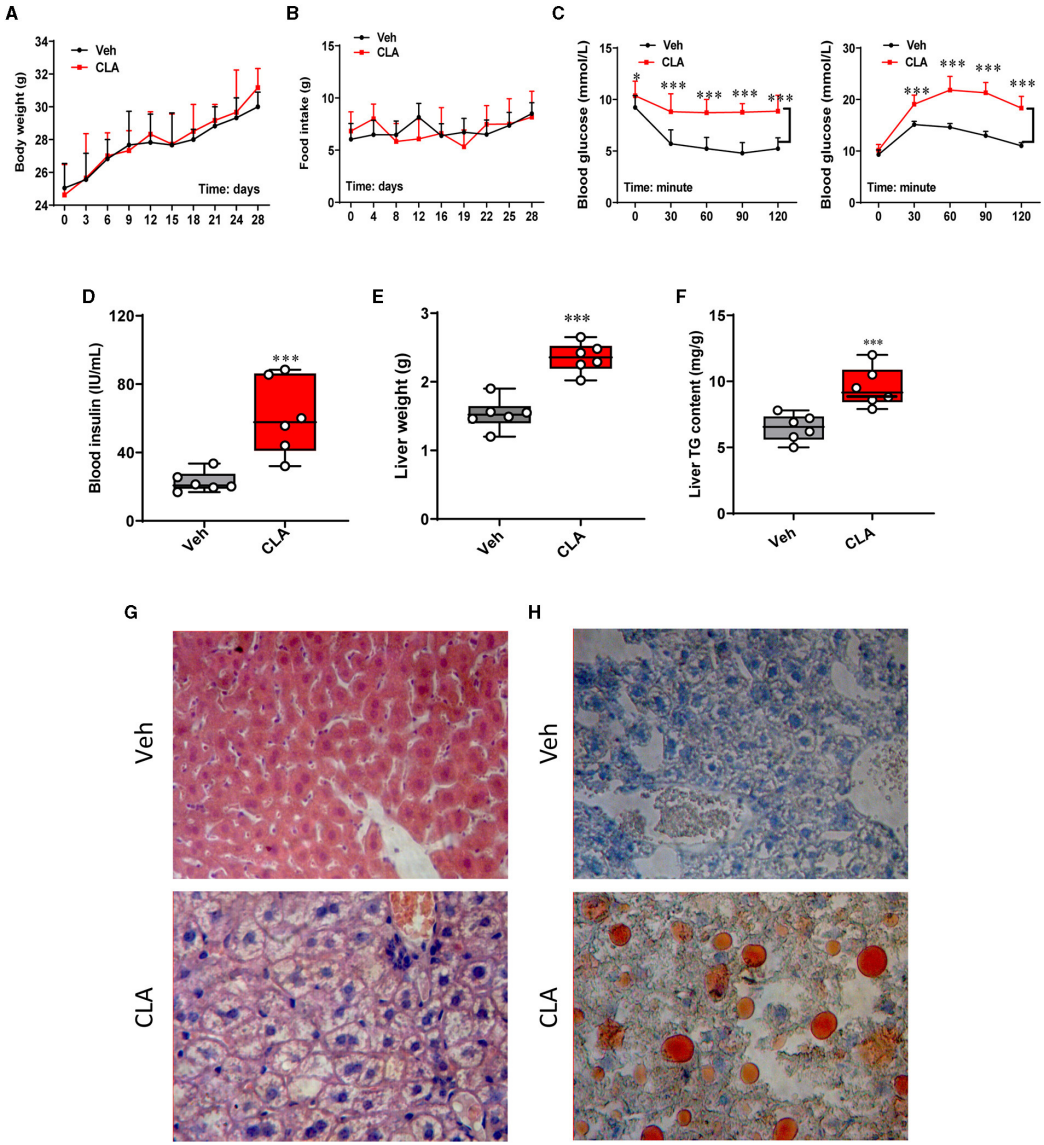
Dietary CLA induces hepatic steatosis in mice. **(A)** Mice were fed either with a control diet/Vehicle or a diet with 1.5% (w/w) CLA supplementation for 28 days, during which the body weight and food intake **(B)** were measured. **(C)** Blood glucose (mmol L-1) following insulin or glucose tolerance test at 0, 30, 60, 90, and 120 min posterior to intraperitoneal injection (*i.p*.) injection of insulin. **(D)** Blood insulin (IU ml-1) levels were measured. **(E)** Liver weight (g) and **(F)** liver total triglycerides content (mg g^−1^). **(G)** Representative images of the liver sections stained with H&E. **(H)** Representative images of the liver sections stained with Oil Red O showing increased lipid deposition in CLA-treated mice. Duplicate slides per animal were analyzed. The data are shown as the means ± SEM, *n* = 6, *p < 0.05, ***p < 0.001 using two-tailed student's *t*-test.

### The Hepatic Circadian Clock Gene Program Is Disrupted in the CLA-Treated Mice

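Liver RNA from mice that received a diet with 1.5% (w/w) CLA or, in the control group (Vehicle), 1.5% linoleic acid was sequenced after 28 days, with livers collected at zeitgeber time 8. The experiment comprised 6 mice per group according to the paper. The deposited expression table holds 4 libraries, with 1 per condition. Besides Vehicle and CLA, it holds libraries labelled GW6471 and CLA+GW6471, from mice that also received 20 mg/kg of the PPARα antagonist GW6471 according to the sample labels. The paper's text does not describe these 2 groups for the RNA-seq, and it does not say whether the RNA of several mice was pooled. The authors mapped the reads to mm9 with BWA and Bowtie, quantified them with Cufflinks and deposited FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) with 2 decimals for 15500 genes. The FPKM summed to 512000 in Vehicle, 522893 in CLA, 497015 in GW6471 and 520223 in CLA+GW6471. The table gives no read counts. From the size of the steps between low FPKM values of short genes, the depth was estimated at 18761726 reads for Vehicle (95% bootstrap interval 18450185 to 19047619). The estimate was 18832392 reads for CLA (18416206 to 19157088), 19120459 for GW6471 (18903592 to 19455253) and 19267823 for CLA+GW6471 (19083061 to 19455253). These estimates do not tell whether single reads or read pairs were counted. Of 15 listed hepatocyte genes, 10 had a mean FPKM under 1 over the 4 libraries. Whether the material was whole liver therefore stays open, although it is labelled as liver.

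Differences were computed as log2 ratios of FPKM + 0.1, a scale that understates the change of low genes. With 1 library per condition there is no replicate error, so every difference describes these libraries and no p-value is given. A gene list was set against 10000 random lists of the same size, matched on mean FPKM in 20 classes, and called apart when its median log2 ratio lay outside the central 95% of theirs. For single genes, a 95% counting interval of the ratio was computed from the estimated reads by the exact Clopper-Pearson method. It covers counting error only, and 65.5% of the 9792 genes with a mean FPKM of at least 1 and a known length lay beyond it between CLA and Vehicle. In that comparison, 185 genes were higher and 77 lower by at least 2-fold among the 10355 genes with a mean FPKM of at least 1. With a pseudocount of 1 in place of 0.1, these numbers were 104 and 31.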

Transcriptional profiling of livers was performed to provide the molecular understanding of the CLA-induced nonalcoholic fatty liver disease (NAFLD) in mice. 

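Gene sets were taken from the mouse Reactome collection, which was not chosen on these libraries. The pathway of fatty acid, triacylglycerol and ketone body metabolism had 83 measured genes, of which 55 were higher and 27 lower in the CLA-treated mice than in the control group. Its median log2 ratio was 0.14, higher than in 99.9% of the random lists. With a list of 58 fatty acid genes written by hand in place of the pathway, the median was 0.40. The running-sum enrichment score of the fatty acid pathway was 0.51, above all of the random lists (percentile 100). The circadian clock pathway had 27 measured genes, with 12 lower and 15 higher in CLA. Its median log2 ratio was 0.044, at percentile 73.0 of the random lists, and was not apart from other genes. The enrichment score of this pathway was -0.23, at percentile 34.8, with genes ranked by their log2 ratio. This score changed sign with a pseudocount of 1, where it was 0.31, and with genes below a mean FPKM of 1 left out, where it was 0.28. Ordered by the percentile of their median among random lists, lowest first, and then by the median, the circadian clock pathway was number 298 of 619 pathways with 15 to 200 measured genes. Cholesterol biosynthesis, reported after its value was seen, had the highest median log2 ratio of them, at 0.85 over 23 genes. The gene sets behind the paper's own enrichment analysis and its limma fold changes were not used here.

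**Figure D2:**
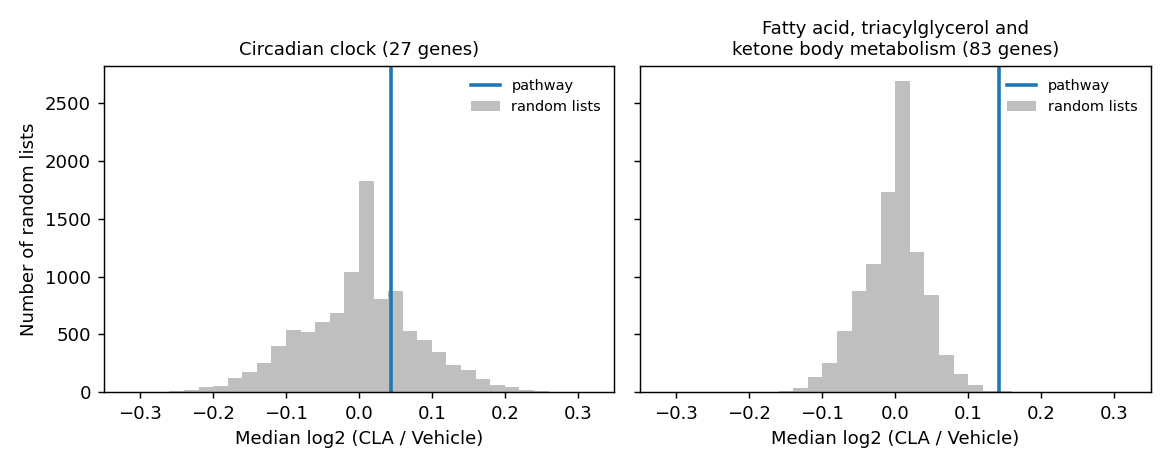
Median log2 ratio of CLA to Vehicle (horizontal axis) of the circadian clock pathway (left) and the fatty acid pathway (right), as blue lines. Grey bars count the expression-matched random lists, 10000 for each pathway, by their median (vertical axis). The circadian line at 0.044 lies within the bulk of the random lists, and the fatty acid line at 0.14 lies in their upper tail.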

Intriguingly, gene set enrichment analysis (GSEA) revealed that the hallmarks of the circadian clock gene program were strongly downregulated, whereas the fatty acid metabolism pathway was significantly elevated by the CLA treatment compared to the control group (Figures 2A–C). 

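The 20 circadian genes shown in Figure 2D were taken from the paper's supplementary table, whose 40 FPKM for Veh and CLA equal those of the deposited table. Of these genes, 19 were lower in CLA than in Vehicle. Their median log2 ratio was -0.34, at percentile 0.03 of the random lists. The enrichment score of the list was -0.73, below all of the random lists (percentile 0). The list was taken from a display of these same libraries, so its percentiles are not independent evidence. The median moved most, to -0.40, when all libraries were scaled to the same FPKM sum, and it was -0.31 without the 7 key clock genes Per1, Per2, Crem, Clock, Arntl, Bhlhe41 and Cry1. The reduction was largest for Cry1, which went from 10.71 FPKM in Vehicle to 4.63 in CLA, a log2 ratio of -1.19 (95% counting interval -1.42 to -0.999). Arntl had 19.83 FPKM in Vehicle and 11.59 in CLA, with a log2 ratio of -0.77 (-0.92 to -0.63). Clock fell from 5.94 to 3.54 FPKM, a log2 ratio of -0.73 (-0.90 to -0.60). For Bhlhe41, at 0.06 and 0.03 FPKM, and Ppara, at 0.15 and 0.11 FPKM, no difference was detectable at this depth. Nr1d1 was the gene of the list that was higher in CLA, with 22.83 against 17.97 FPKM and a log2 ratio of 0.34 (0.22 to 0.47). As labelled, Nr1d1 had 22.71 FPKM in GW6471 and 23.29 in CLA+GW6471, so Vehicle alone stood lower. Its log2 ratio was 0.34 in GW6471 against Vehicle and 0.029 in CLA+GW6471 against CLA.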

The pathway-focused analysis confirmed that the genes of the circadian program were significantly downregulated in the livers of the CLA-treated mice (Figure 2D). Furthermore, quantitative real-time PCR (qRT-PCR) analysis verified that the key Clock genes including *Per1, Per2, Clock, Arntl*, and *Cry1* were downregulated in the livers of the CLA-treated mice compared to the control group (Figure 2E). To further examine whether the CLA-treatment impairs the liver circadian clock genes rhythmicity, we studied the temporal gene expression in the livers of mice, collected at each indicated zeitgeber time (ZT) (sampled every 4 h) under a 12-h light/dark cycle. The majority of the measured hepatic circadian clock genes lost their rhythmicity in the CLA-treated mice compared to the control, including *NR1D1, Clock, Cry1, Arntl*, and *Per2* (Figure 2F). In contrast, the primary negative transcription factor of the circadian clock NR REV-ERBα (*Nr1d1*) was significantly upregulated at both the transcription and translation levels (Figures 2G–I). In association with the downregulated *Arntl* transcripts, the protein level of Bmal1 was dramatically reduced in the CLA group. We also examined the expression of another NR PPARα, which is a master lipid sensor in the liver. However, there was no difference in the PPARα expression of mRNA or protein between the treatments (Figures 2G–I).

**Figure 2:**
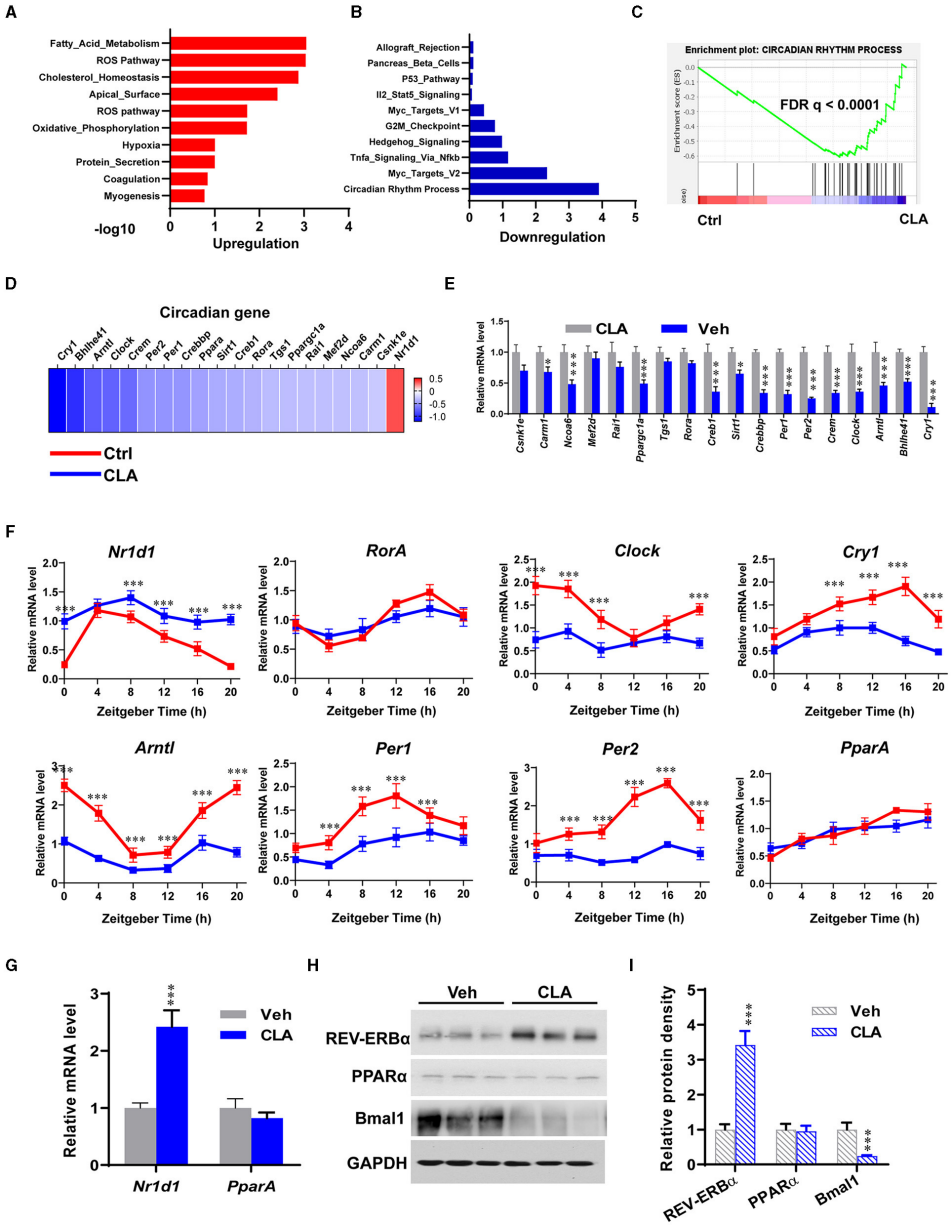
Dietary CLA disrupts the circadian clock gene program in the liver. Gene ontology analysis of the upregulated **(A)** and downregulated **(B)** genes in the livers of CLA mice compared to that of the control groups. Hypergeometric test and Benjamini-Hochberg *p*-value correction was applied. **(C)** GSEA plots depicting the enrichment of genes downregulated in the circadian rhythm process of livers from CLA-treated mice compared to the controls. FDR, false-discovery rate. **(D)** Heatmap of mRNA expression (RNA-seq) changes of the circadian clock in the livers of CLA-treated mice (log2 transformed, normalized to Veh). **(E)** The qRT-PCR analysis confirmed changes of genes involved in the circadian clock in the livers. **(F)** Relative mRNA expression of canonical core clock genes in the livers. Livers were collected at each indicated ZT under a 12-h light/dark cycle. **(G)** Relative mRNA expression of transcription factors *Nr1d1* encoding REV-ERBα and *Ppar*α encoding PPARα, normalized to *Gapdh* expression. **(H,I)** Immunoblotting of REV-ERBα, PPARα, and Bmal1 protein expression normalized to GAPDH levels and quantification of relative protein density. The data are shown as the means ± SEM, *n* = 6 per group, *p < 0.05, ***p < 0.001, using two-tailed student's *t*-test.

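The circadian genes of Figure 2D and of the Reactome circadian clock pathway overlapped in 11 genes. Among the genes of Figure 2D, 17 were lower in CLA beyond their counting interval, 1 was higher beyond it and 2 lay within it. Per1 had a log2 ratio of -0.51 (95% counting interval -0.64 to -0.38) and Per2 of -0.46 (-0.95 to -0.06), the latter at 0.97 FPKM in Vehicle and 0.68 in CLA. Crem had a log2 ratio of -0.69 (-0.98 to -0.44). The other 16 genes of the Reactome pathway, which Figure 2D does not show, had a median log2 ratio of 0.19. The 11 shared genes left out of this median were all lower in CLA except Nr1d1, and leaving them out itself raises it. Of the 16 genes, 14 were higher and 2 lower in CLA, and 10 were higher beyond their counting interval. Dbp rose from 0.77 to 3.18 FPKM, a log2 ratio of 1.91 (1.41 to 2.71). Bhlhe40, named after its value was seen, had 57.05 FPKM in Vehicle and 103.46 in CLA, a log2 ratio of 0.86 (0.80 to 0.92). Outside both lists, Per3 had 0.28 and 0.71 FPKM, with a log2 ratio of 1.09 (0.71 to 1.96), and Nr1d2 had 9.78 and 12.62 FPKM, with a log2 ratio of 0.36. The values of some genes of the Reactome pathway are uncertain, because reads could be shared with near-identical copies.

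**Figure D3:**
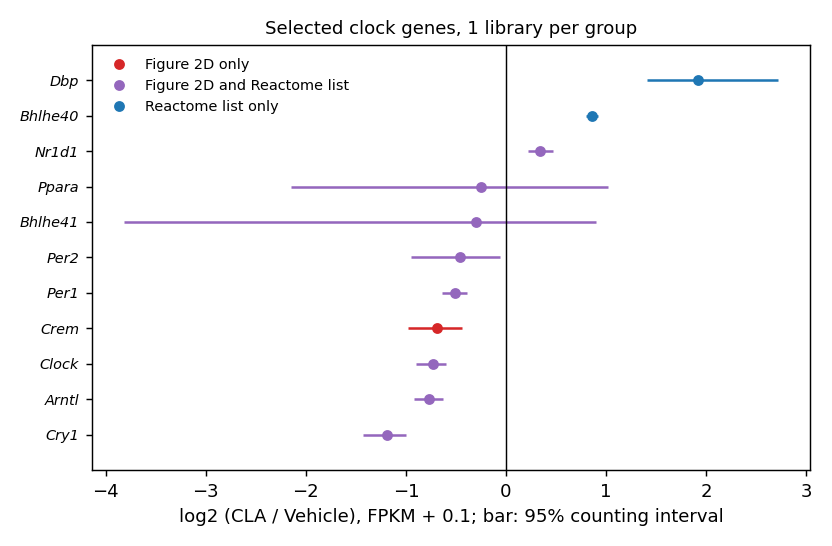
Log2 ratio of CLA to Vehicle (horizontal axis) of the 7 key clock genes, Ppara, Nr1d1, Bhlhe40 and Dbp, from 1 library per group, with FPKM + 0.1. Points are the ratios and horizontal bars the 95% counting intervals of the ratio without the added 0.1. Red marks genes of Figure 2D, blue genes of the Reactome pathway and purple genes of both. Among the genes drawn, Cry1 at -1.19 is the lowest and Dbp at 1.91 the highest.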

### REV-ERBα and PPARα Drive Circadian Gene Transcription in the Hepatocytes From the CLA-Treated Mice

The action of the transcription factors on the circadian gene expression was further investigated. Small interfering RNAs (siRNAs) were used to knockdown REV-ERBα and PPARα in the hepatocytes derived from the CLA-treated mice, respectively (Figure 3). As expected, REV-ERBα knockdown by siREV-ERBα-1/-2 showed that the messenger RNA (mRNA) levels of the key circadian genes *Per1, Per2, Crem, Clock, Arntl, Bhlhe41*, and *Cry1* were restored to that of the control group, compared to the CLA-alone treatment (Figures 3A,B). Interestingly, the downregulated expression of the circadian genes was also switched to the control levels when PPARα was silenced (Figures 3C,D). Similarly, the inhibition of PPARα or REV-ERBα using small-molecule antagonists showed a comparable capacity to increase the key circadian genes expression in the hepatocytes from the CLA-treated mice, as in the siRNA approach (Figure 3E). This was linked to the alteration of lipid output. Thus, the antagonists significantly decreased the CLA-induced high cellular triglycerides levels in hepatocytes (Figure 3F). Together, these results indicate that both REV-ERBα and PPARα have vital functions in driving the circadian gene transcription in response to CLA, even though the endogenous expression of PPARα was unaltered.

**Figure 3:**
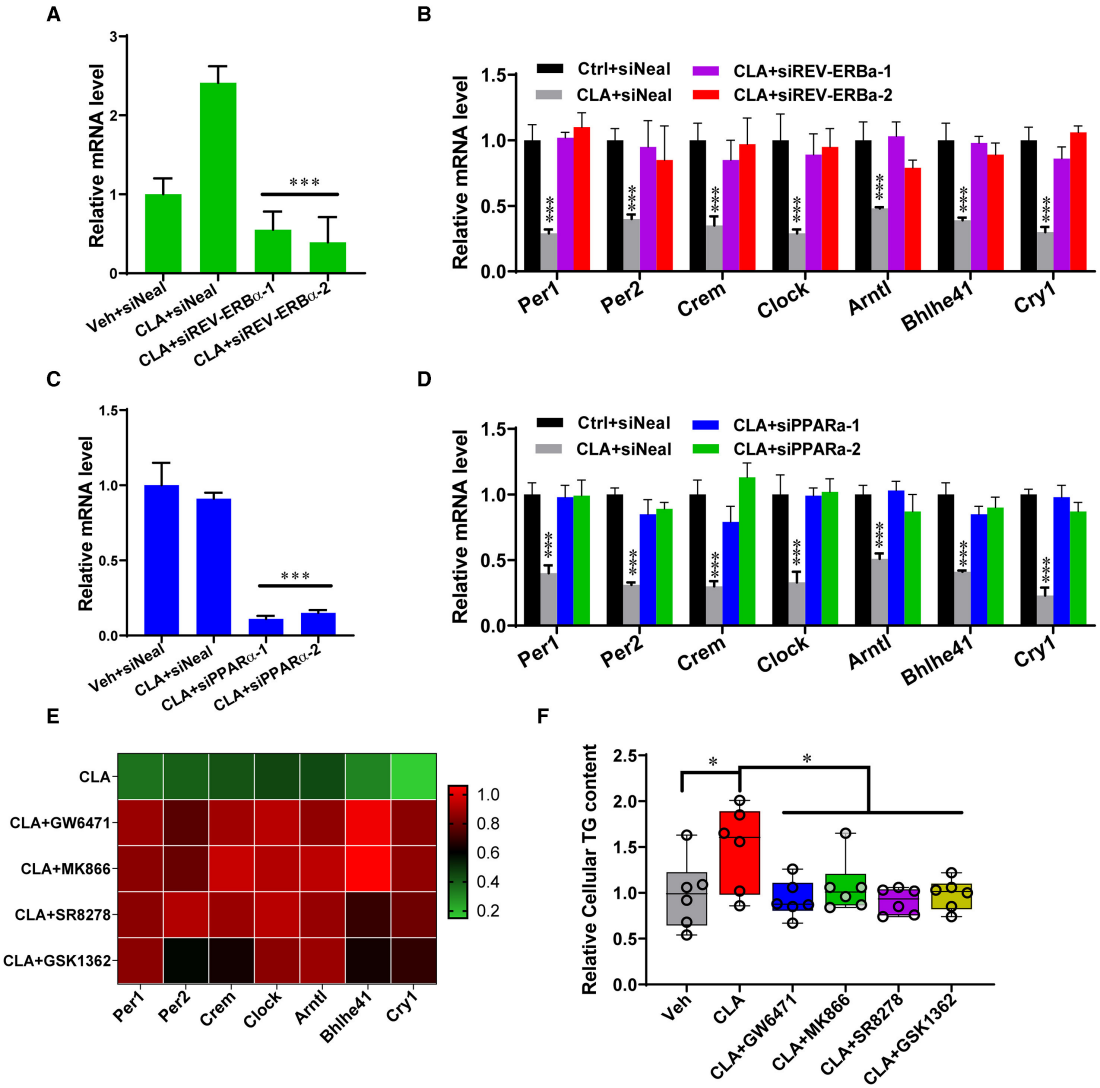
REV-ERBα and PPARα affect circadian genes transcription in the CLA-treated murine hepatocytes. **(A,B)** Relative mRNA levels of REV-ERBα or 7 key genes of the circadian clock **(B)** in Vehicle or CLA-treated mice derived primary hepatocytes treated with siREV-ERBα-1 and siREV-ERBα-2 or control vector. **(C,D)** Relative mRNA levels of PPARα **(C)** or 7 key genes of the circadian clock **(D)** in hepatocytes treated with siPPARα-1 and siPPARα-2 or control vector. **(E)** Heatmaps of fold changes (in log2) of the circadian clock key genes mRNA analyzed by qRT-PCR in murine primary hepatocytes (10 μM of antagonists, GW6471, MK866, SR8278, or GSK1362 treated for 24 h compared to CLA with DMSO). **(F)** Relative total cellular triglyceride contents. The data are shown as the means ± SD, *n* = 6 per group. The experiments were repeated three times. *p < 0.05, ***p < 0.001, using ANOVA with Tukey's *post-hoc* test.

### REV-ERBα Recruits Histone Repressors on the Circadian Genes in the CLA-Treated Mice

Next, bioinformatic analysis of a previous PPARα and REV-ERBα dataset was performed (34). The key transcription factor, REV-ERBα, was observed to directly bind to the target loci of major circadian genes *Clock, Cry1, Per1*, and *Arntl*. Surprisingly, we found that PPARα also binds to the same loci of the above-mentioned four genes in the mice. The binding enrichments were decreased, when the REV-ERBα DNA binding element was mutated or PPARα was knocked out (Figure 4A). Using the genome-wide analysis and ChIP-qPCR analysis, we confirmed the binding sites of REV-ERBα and PPARα on the gene *Clock* and *Cry1*. The CLA supplementation strongly increased the enrichment of REV-ERBα on both the gene promoters (Figure 4B), and enhanced the PPARα binding on the *Clock* gene (Figure 4C, upper panel) but not on the *Cry1* locus (Figure 4C, lower panel). Subsequently, the repressors of histone deacetylase 3 (HDAC3) and nuclear receptor corepressor 1 (NCOR1) also exhibited higher enrichment at the promoters of *Clock* and *Cry1*, respectively, whereas the occupancy of the coactivator histone acetylase p300 was decreased (Figure 4D). In addition, the transcriptional activation-linked histone marks H3K27ac, H3K4me2, and the RNA polymerase II (Pol-II) recruitment to the target genes were significantly reduced by the CLA treatment. Therefore, our results suggest that CLA enhances the REV-ERBα recruitment and transcriptional repression of the circadian gene program, which results in the inhibition of their transcriptional responses.

**Figure 4:**
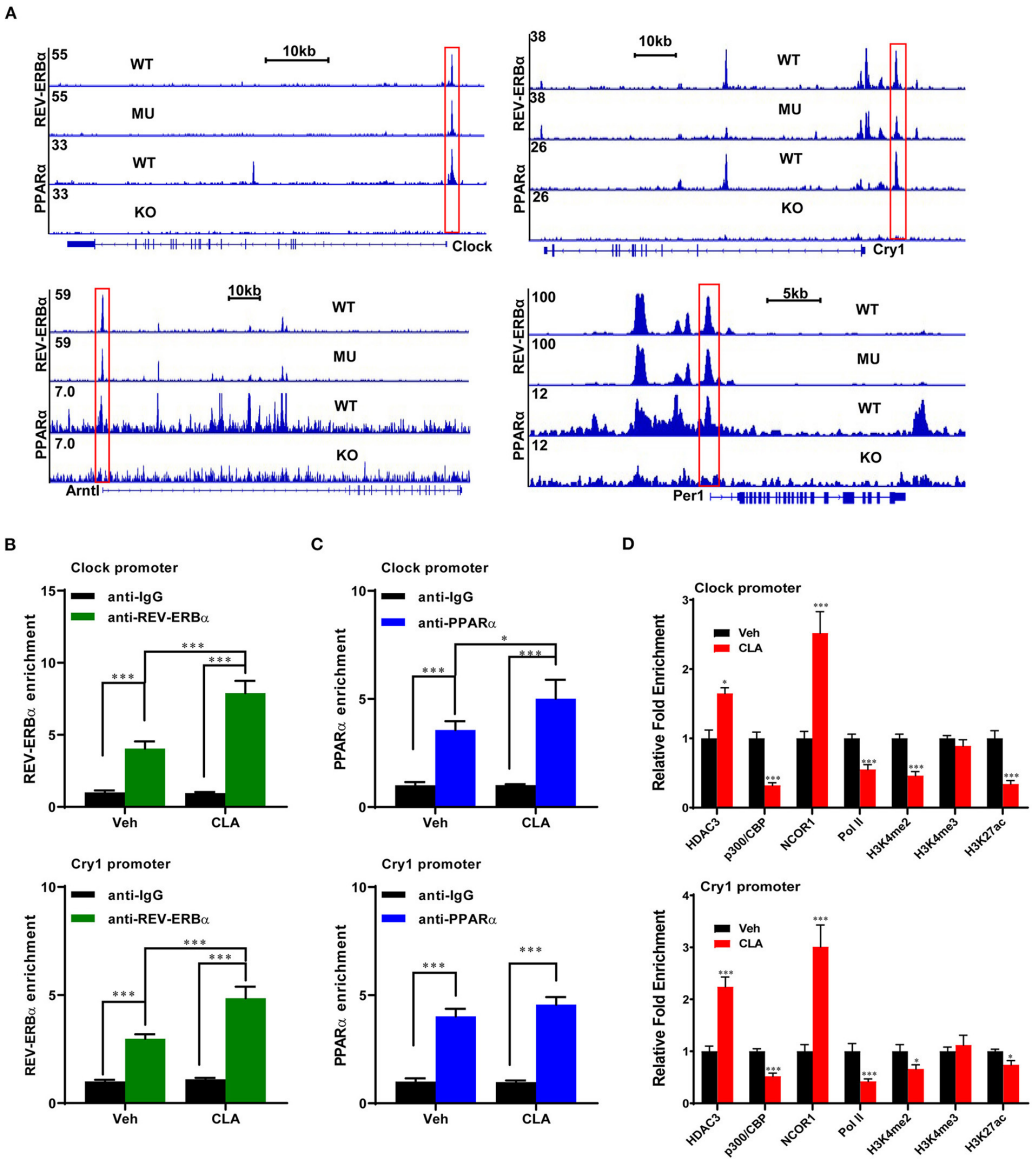
REV-ERBα recruits histone repressors on the circadian genes in the CLA-treated murine hepatocytes. **(A)** Analysis of ChIP-seq dataset in mouse models and ChIP-seq signal visualization of REV-ERBα and PPARα binding at the clock genes, *Clock, Cry1, Per1*. and *Arntl*. **(B,C)** REV-ERBα or PPARα binding to the promoters of *Clock* (upper panel) and *Cry1* (lower panel) determined by ChIP-qPCR in the CLA-treated murine hepatocytes compared to Veh. **(D)** Relative enrichment of cofactors HDAC3, p300, and NCOR1, Pol-II, and histone mark H3K4me2, H3K4me3, and H3K27ac. The data are shown as the means ± SD, *n* = 6 per group. The experiments were repeated three times. *p < 0.05, ***p < 0.001, using the two-tailed student's *t*-test or ANOVA with Tukey's *post hoc* test.

### PPARα Dominates REV-ERBα-Mediated Transcription Repression of the Circadian Genes

To gain a deeper understanding of the interactions between the PPARα and REV-ERBα at the circadian gene promoter, ChIP-re-ChIP was performed in hepatocytes from the CLA-treated mice. The PPARα-chromatin complexes were enriched by the first ChIP with anti-PPARα antibody and were subject to the second ChIP. A strong REV-ERBα association was then detected by the REV-ERBα-specific antibody, but not by the control IgG at the *Clock* and *Cry1* gene promoters, respectively (Figure 5A). Moreover, both the PPARα inhibitor, GW6471 and the REV-ERBα inhibitor, SR8278 were able to reduce the associated enrichments, which indicate that PPARα binds concurrently with REV-ERBα to the circadian genes in the CLA-derived hepatocytes. Importantly, we have provided the proof that PPARα may directly control the REV-ERBα transcription activity by the inhibition of PPARα using the siRNAs approach (Figure 5B), and small-molecule antagonists (Figure 5C). Indeed, the classic PPARα binding motif was found at the promoter and the enhancer of the REV-ERBα gene (*Nr1d1*) in a ChIP-seq genome-wide browser analysis (Figure 5D). To verify the function of this putative PPAR response element (PPRE)-containing site, we performed reporter gene assays with the wild-type or mutated PPRE of *Nr1d1* gene enhancer and promoter. Cell-based reporter assays with constructs including PPRE confirmed the transactivation. The CLA addition was further induced and the antagonists combined with the CLA suppressed the luciferase expression, which was initially higher in the CLA-alone group relative to the basal transactivation (Figures 5E,F). Similar results were observed where the mutation of the Nr1d1-PPRE blocked all responses to CLA and/or antagonists. This suggests that PPARα directly binds to PPRE at the *Nr1d1* gene, thus determining the REV-ERBα-mediated transcriptional activity in response to CLA.

**Figure 5:**
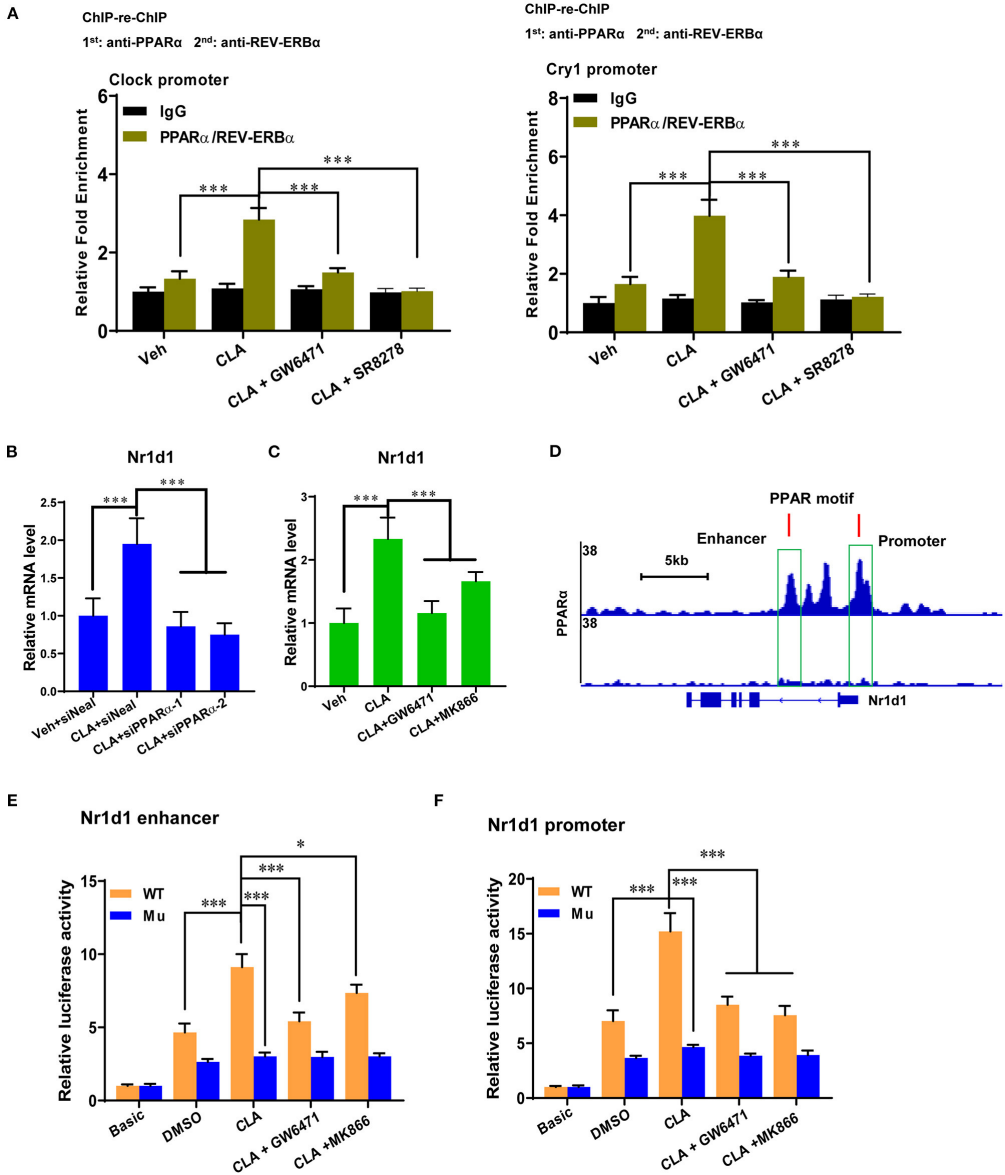
PPARα determines REV-ERBα-mediated transcription repression of circadian genes. **(A)** ChIP-re-ChIP analysis with CLA-treated mice derived primary hepatocytes treated with GW6471, SR8278 or vehicle for 48 h. The cell extracts were used for ChIP and re-ChIP with indicated antibodies. DNA from the second ChIP was analyzed at the promoters of *Clock* and *Cry1* by real-time PCR. The experiments were repeated three times. **(B,C)** Relative mRNA levels of *Nr1d1* (REV-ERBα) in Veh or CLA-treated mice derived primary hepatocytes when PPARα was inhibited by siRNAs or antagonists. **(D)** PPARα-binding motif at the promoter and the enhancer of REV-ERBα gene (*Nr1d1*) in ChIP-seq genome-wide browser analysis. **(E,F)** Relative luciferase expression of PPARα at the *Nr1d1* enhancer or promoter with the wild-type or mutated PPRE in hepatocytes treated with vehicle (DMSO), CLA, cotreatment of GW6471 or MK866 with CLA for 24 h and determined by the reporter gene assay. The data are shown as the means ± SD, *n* = 6. The experiments were repeated three times. *p < 0.05, ***p < 0.001, using two-tailed student's *t*-test or ANOVA with Tukey's *post hoc* test.

### REV-ERBα Recruits Histone Repressors on the Circadian Genes in the CLA-Treated Mice

We performed ChIP-qPCR to examine the chromatin modification at the *Nr1d1* gene promoter and enhancer. In association with the gain of *Nr1d1* mRNA occupancy, the CLA treatment enhanced PPARα enrichments both at the Nr1d1 promoter and enhancer (Figure 6). As expected, tool inhibited compounds, such as GW6471 and MK866 against PPARα or SR8278 and GSK1462 against REV-ERBα, exhibited a remarkable efficiency to reduce the binding enrichments at the specific locus (Figures 6A,B). Another evidence that supported the finding is the similar profile we observed when PPARα was inhibited by siRNAs-inducible knockdown (Figure 6C). The histone marks, H3K27ac and H3K4me1 were significantly reduced at the enhancer regions, while H3K27ac and H3K4me3 were reduced at the promoter regions (Figures 6D,E). In addition, the antagonists of PPARα or REV-ERBα also reduced the promoter occupancies of Pol-II, its transcription elongation-associated CTD-ser 2 phosphorylated form (Ser2P Pol-II) and transcription initiation-associated CTD-ser 5 phosphorylated form (Ser5P Pol-II) at the enhancer and the promoter of *Nr1d1*, compared to the CLA alone-treated hepatocytes (Figures 6D,E). Finally, our results showed that the PPARα antagonist quenched the activation of the transcription repressor, REV-ERBα by blocking the PPARα binding to its gene and the associated local histone modification induced by the CLA. Therefore, the results suggest that in CLA-treated hepatocytes, the PPARα plays a dominant role in directing the REV-ERBα expression *via* the recruitment of histone marks and cofactors (Figures 7A,B).

**Figure 6:**
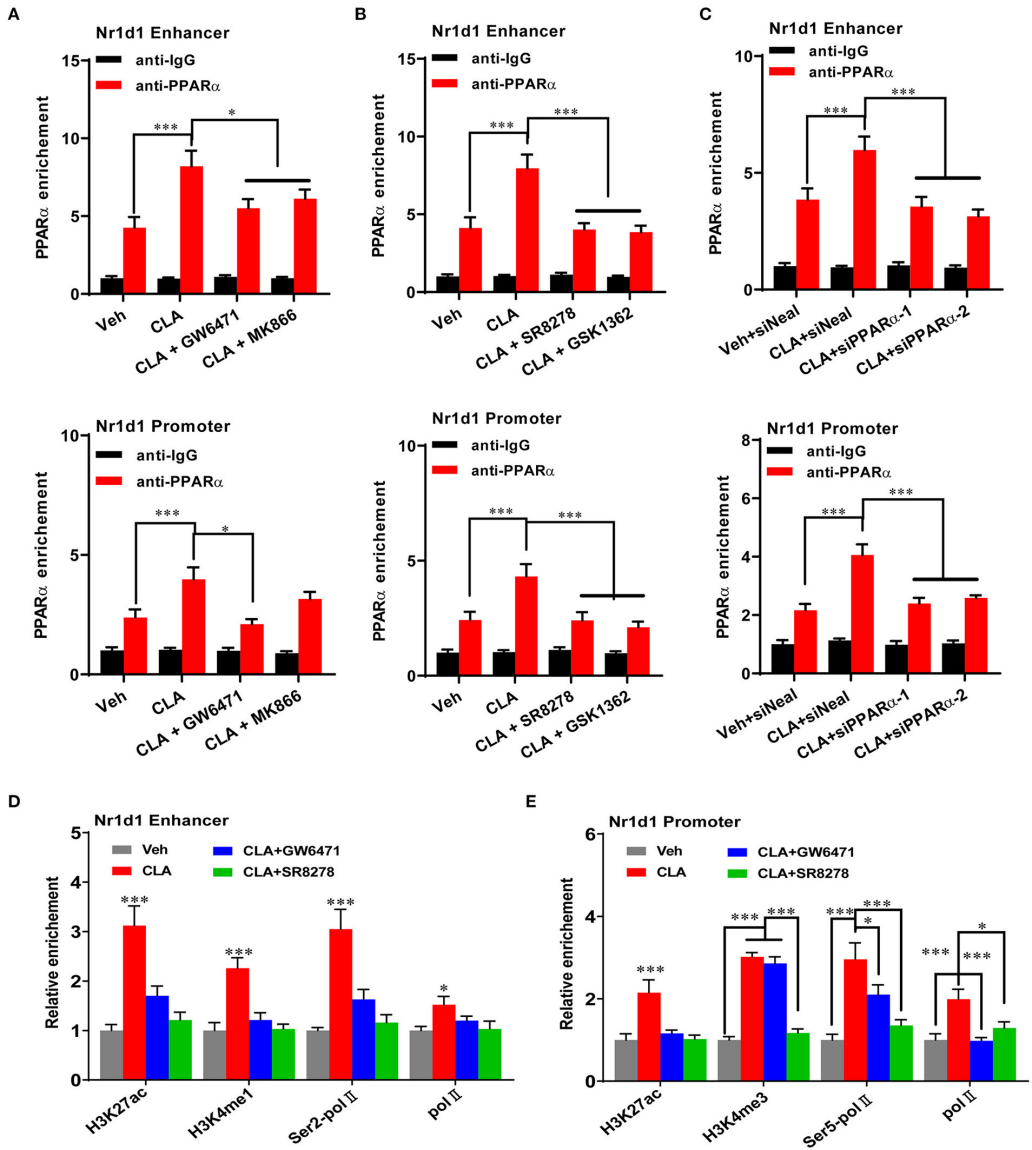
PPARα mediates REV-ERBα transcriptional activation. **(A–C)** PPARα binding to the enhancer of *Nr1d1* (upper panel) and the promoter of *Nr1d1* (lower panel) determined by ChIP-qPCR in the hepatocytes of vehicle control, CLA, or cotreatment of CLA with PPARα antagonists (GW6471, MK866) in **(A)**, or cotreatment of CLA with REV-ERBα antagonists (SR8278, GSK1362) in **(B)**, or CLA with PPARα knockdown in **(C)**. **(D)** Relative enrichment of histone marks H3K27ac and H3K4me1, and Pol-II and Ser2P Pol-II recruitment at the enhancer of *Nr1d1*. **(E)** Relative enrichment of histone marks H3K27ac and H3K4me3, and Pol-II and Ser5P Pol-II recruitment at the promoter of *Nr1d1*. The data are shown as the means ± SD, *n* = 6 per group. The experiments were repeated three times. *p < 0.05, ***p < 0.001, using ANOVA with Tukey's *post-hoc* test.

**Figure 7:**
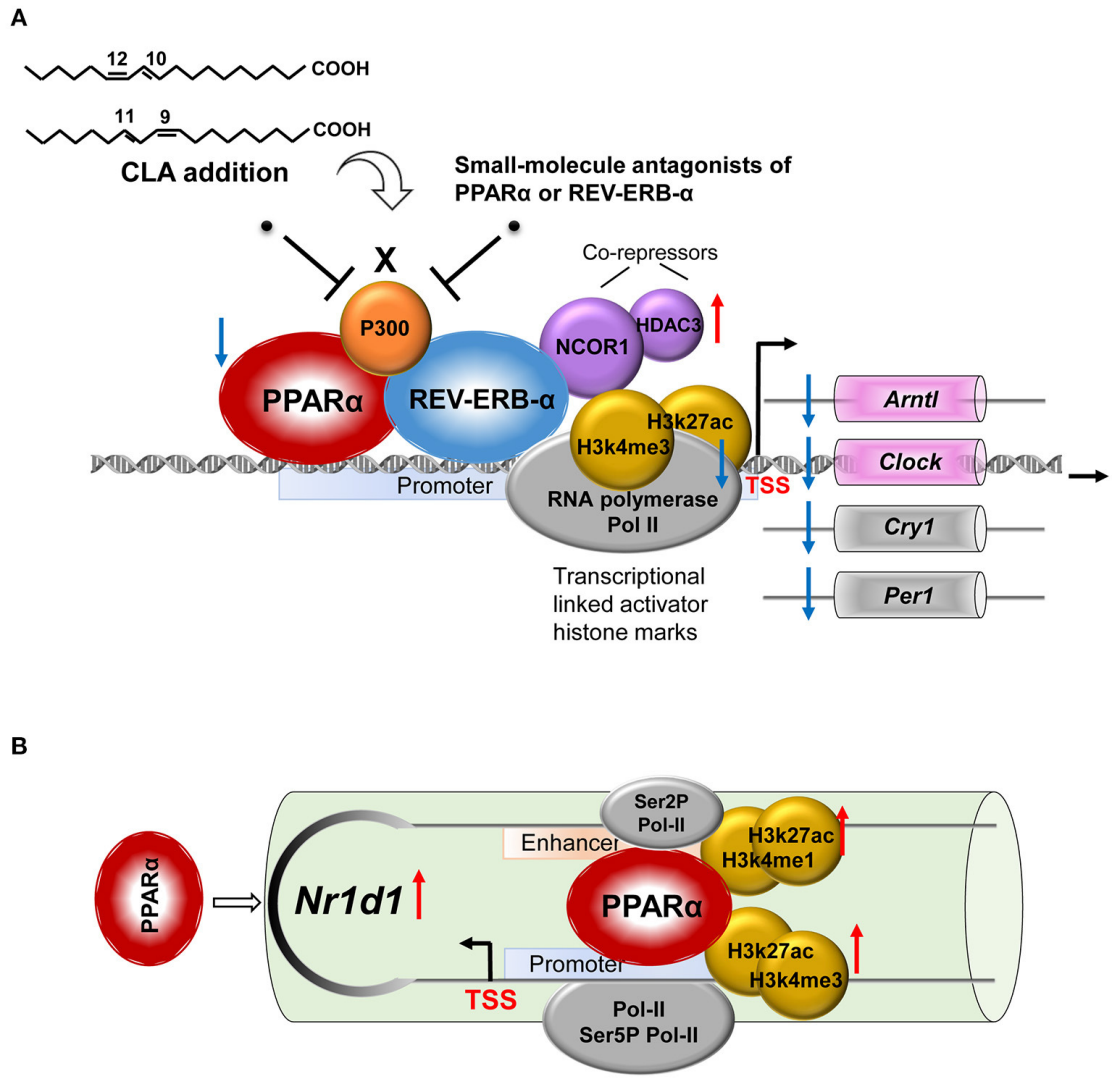
A proposed model for the role of the NR pair, PPARα-REV-ERBα, and its regulation of circadian clock genes in CLA-induced hepatic steatosis. **(A)** CLA-induced activating PPARα and repressive REV-ERBα transcriptional complexes, the coordinate actions of which modulate the circadian clock gene expression. **(B)** The regulation mechanism of PPARα in directing REV-ERBα (*Nr1d1*) expression *via* the recruitment of histone marks and cofactors at both the promoter and the enhancer.

## Discussion

Defining the molecular mechanisms of the circadian clock control may help to better understand how dietary lipids affect animal metabolic health. In this study, we found that the addition of polyunsaturated conjugated linoleic acid (CLA) disrupts the hepatic circadian clock program including the reduced expression of the genes, *Clock* and *Cry1*. It was downregulated by the well-defined negative transcription factor, REV-ERBα, but also requires the PPARα activation and their physical association at the locus of target genes. In particular, we demonstrated that CLA induces the activating PPARα and repressive REV-ERBα transcriptional complexes, simultaneously enhance the corepressors, histone deacetylase 3 (HDAC3) and nuclear receptor corepressor 1 (NCOR1), and reduces the coactivators, p300, RNA polymerase II (Pol II), and the associated local histone modification. During this regulation, the PPARα facilitates the REV-ERBα transcriptional activity by directly binding to PPRE at the *Nr1d1* gene in the CLA-treated hepatocytes. Consequently, we showed that the CLA-induced hepatic triglyceride accumulation can be rescued by small-molecule drugs targeting either PPARα or REV-ERBα with the modified circadian clock program; this may be an alternative strategy to manage the associated metabolic disorders.

It is commonly accepted that excessive amounts of intrahepatic triglyceride accumulation are a prominent feature of nonalcoholic fatty liver disease (NAFLD) (35). In this study, we observed that the dietary CLA supplementation caused enlarged livers with increased triglyceride contents, increased fat depot, and insulin resistance in young mice. In agreement, several studies have demonstrated that feeding mice with CLA results in lipodystrophy, hepatic steatosis, and dyslipidemia (36–38). In contrast, the CLA has been intensively studied for its antiobesity, antidiabetic, and antiatherogenic effects (26, 39). The proposed mechanisms include the CLA-regulation of lipid metabolism, adipogenesis, adipocyte apoptosis, and energy expenditure, whereas the differential effects of CLA are likely to depend on dose (low- or high-duration), (short- or long-term), and animal body phenotype (lean or obese) (26, 40). As CLA supplements that contain isomers cis-9, trans-11, and trans-10, cis-12 are widely used for weight management in humans, it is of importance to improve our knowledge on molecular mechanisms of the CLA action (40) and other polyunsaturated fatty acid (FA). Notably, an earlier study reported that a 6-week CLA (1%) feeding regimen disrupts the normal day-night rhythm of respiratory quotients in mice and results in increased FA oxidation at night and impairment of white adipose tissue (WAT) metabolism (41). We discovered that dietary CLA supplementation for 28 days already caused alterations of the circadian rhythm process, including the key clock genes, *Per1, Per2, Crem, Clock, Arntl, Bhlhe41*, and *Cry1* in the liver of mice with the onset of steatosis, while high-fat diet has been shown to induce metabolic abnormalities involving the NR RORα and REV-ERBα, and affects the expression of *Clock* and *Bmals* during 12 weeks of experiment (42).

The maintenance of a proper circadian clock program is important that perturbations of the circadian rhythm predispose individuals to metabolic disorders, cardiovascular diseases, and tumor development (43, 44). In turn, changes in physiological processes, such as food variations including CLA supplementation in this study could reprogram the circadian clock, likely through transcriptional mechanisms. As CLA-induced elevation of the REV-ERBα expression resulted in reduced clock gene messenger RNA (mRNA) expression, this confirmed the role of REV-ERBα as a transcriptional repressor in the liver (45). We further demonstrated that multiple components are involved in the molecular clock modulation by CLA. On top of the increased binding of REV-ERBα on the *Clock* and *Cry1* genes, the CLA enhanced the recruitment of histone repressors, NCOR1, and HDAC3 at the binding sites. Alternatively, the transcriptional activation-linked histone marks H3K27ac and H3K4me2, and coactivators, p300 and Pol II were reduced by CLA, suggesting a two-armed regulation apparatus. Although like other nuclear receptor (NR), REV-ERBα is activated by ligands, such as naturally occurring heme (16), it lacks the canonical NR-activation domain (46). It is unclear whether ingested CLA can directly regulate REV-ERBα expression in the liver. Studies of REV-ERB deletion in mice (REV-ERBα and/or REV-ERBβ) have shown a mild rhythmic phenotype and partially impaired metabolisms in various tissues (13, 14, 47). Using genetic and pharmacological approaches to inhibit REV-ERBα expression in hepatocytes, we revealed an altered clock gene program and reduced triglyceride accumulation in a CLA-specific context. We and other researchers thereby suggest that REV-ERBα is an essential component of the clock machinery, but maybe partially redundant (13, 48). Notably, overexpression of REV-ERBα in the liver of the mouse leads to the suppression of 90% of cycling transcripts, implying a broader impact on circadian rhythm than deletion (49). Therefore, additional or complementary roles of REV-ERBα and its paralog, REV-ERBβ needs to be addressed.

Dietary CLA when ingested is readily assimilated into multiple cell types, which directly influences their metabolism. For 6 weeks of CLA administration in young mice, ~1% of CLA isomer has been shown to be incorporated into the heart, the liver, and the peripheral tissues (50). We hypothesized that in this study, CLA modulates the circadian gene program, in part, by a mechanism depending on the activation of PPARα. This nuclear receptor (NR) is well-known as the master lipid sensor (51, 52), and several isomers of CLA are known as high-affinity ligands and activators of PPARα (53, 54). By using small-molecule antagonists of PPARα and siPPARα-1/-2, we provide evidence that PPARα participates in the REV-ERBα recruitment of histone repressors on the circadian genes and associated triglyceride production increment in response to the CLA. In addition to cooccupying the binding region with REV-ERBα on the clock genes, the PPARα controls the transcriptional activity of REV-ERBα in the CLA-hepatocytes by binding to the *Nr1d1* gene at PPAR response element (PPRE), at both the promoter and the enhancer. We thereby propose a unique “NR crosstalk” of PPARα-REV-ERBα in the regulation of the circadian clock gene program in the CLA-induced hepatic steatosis. Both REV-ERBα and PPARα could function as sensors for the metabolic state of the cell and may entrain the clock to metabolic cues (45). Under specific nutritional challenges, non-cyclic genes including *PPAR*γ are reported to become circadian through the cyclic activation of surrogate transcription pathways, which underline the plasticity of the clock system (28). We suggest that under CLA treatment, the NR pair recruited coregulator complexes to specific regions of the *Clock* and *Cry1* genes, can, in turn, impact the epigenome, that is, the nuclear corepressor 1 (NCOR1) may interact with NR proteins, as well as HDAC3, which deacetylates histone protein tails to create a repressive chromatin environment (8). This is supported by the chromatin immunoprecipitation sequencing (ChIP-seq) analysis of mouse liver that revealed a significant overlap of HDAC3, NCOR, and REV-ERBα on target genes, which is inversely related to histone acetylation and Pol II recruitment (5, 8).

The process of circadian rhythm draws increasing attention due to the growing epidemic of NAFLD and associated metabolic disorders. In this study, we revealed that the NR REV-ERBα serves as a key link between the dietary CLA-induced hepatic steatosis and the downregulation of the circadian gene program in the liver, while another NR PPARα serves as the major CLA respondent and facilitates the REV-ERBα-mediated transcription repression of the circadian genes and its recruitment of histone repressors in the CLA-treated mice. Our results suggest that both the REV-ERB antagonist and the PPARα antagonist may be used as therapeutics to reset diet-associated disruption of the circadian rhythm and reestablish the metabolic balance.

## Data Availability Statement

All data supporting the findings of this study are available within the article, in Supplementary Information, or from the corresponding author upon request. All RNA-seq data generated in this study are deposited in the Gene Expression Omnibus (GEO) database under the accession numbers “GSE159219” (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159219).

## Ethics Statement

All experiments involving animals were reviewed and approved by the Animal Care and Use Committee of Yangzhou University (YZUDWSY 2017-09-06).

## Author Contributions

H-YL and DC: conceptualization. DC, HG, YL, YY, KL, HL, KZ, and BZ: methodology. DC, HG, YL, KZ, HL, YY, BZ, PH, HW, and WB: investigation. H-YL and DC: writing original draft. H-YL, PH, HW, WB, and DC: review and editing. DC: funding acquisition. H-YL, HG, BZ, KZ, HW, and DC: resources. DC: supervision. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation of China (32002243), the Natural Science Foundation of Jiangsu Province (BK20200932), the Natural Science Foundation of the Higher Education Institutions of Jiangsu Province (20KJB230001), the Breeding and Reproduction Innovation Team of Jiangsu Province Modern Agriculture (Swine) Industry Technical System (JATS [2020] 4400), and the Priority Academic Program Development of Jiangsu Higher Education Institutions (PAPD).

## Conflict of Interest

HW is employed by the Baijiu Science and Research Center, Sichuan Swellfun Co., Ltd., China. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ChIP: chromatin immunoprecipitation
CT: circadian time
CLA: conjugated linoleic acid
CRY: cryptochrome
DKOs: double-knockout mice
FA: fatty acid
GSEA: gene set enrichment analysis
GTT: glucose tolerance test
H&E: hematoxylin and eosin
HDAC3: histone deacetylase 3
*i*. *p*.: intraperitoneal
ITT: insulin tolerance test
mRNA: messenger RNA
NAFLD: nonalcoholic fatty liver disease
NRs: nuclear receptors
NCOR1: nuclear receptor corepressor 1
PER: PERIOD
RNA: polymerase II (Pol-II)
siRNAs: Small interfering RNAs
TTFL: transcription-translation feedback loop
WAT: white adipose tissue
ZT: zeitgeber time.

# Supplementary material for: Dietary Conjugated Linoleic Acid Modulates the Hepatic Circadian Clock Program via PPARα/REV-ERBα-Mediated Chromatin Modification in Mice
**Source:** Front Nutr. 2021 Oct 15;8:711398. doi: 10.3389/fnut.2021.711398
**Supplement:** Supplementary file 1

| Primer | Sequence（5'-3'） |
| --- | --- |
| *Per2*-F | CTGCTTGTTCCAGGCTGTGGAT |
| *Per2*-R | CTTCTTGTGGATGGCGAGCATC |
| *Arntl*-F | ACCTCGCAGAATGTCACAGGCA |
| *Arntl*-R | CTGAACCATCGACTTCGTAGCG |
| *Nr1d1*-F | CAGGCTTCCGTGACCTTTCTCA |
| *Nr1d1*-R | TAGGTTGTGCGGCTCAGGAACA |
| *Per1*-F | GAAACCTCTGGCTGTTCCTACC |
| *Per1*-R | AGGCTGAAGAGGCAGTGTAGGA |
| *Per3*-F | CACAGACATCGAAGGAGGTGCT |
| *Per3*-R | CTTACACGCCACGGCAACACTT |
| *Cry1*-F | GGTTGCCTGTTTCCTGACTCGT |
| *Cry1*-R | GACAGCCACATCCAACTTCCAG |
| *Ghrl-*F | GAAGCCACCAGCTAAACTGCAG |
| *Ghrl*-R | CTGACAGCTTGATGCCAACATCG |
| *Clock*-F | GGCTGAAAGACGGCGAGAACTT |
| *Clock*-R | GTGCTTCCTTGAGACTCACTGTG |
| *Suv39h2*-F | CCATAAACGCTGGAGAAGAGCTG |
| *Suv39h2*-R | CTGCAAGTCTCGGCTCCACATT |
| *Clock*-promoter-F | GAATGTGAGCGAGGGAGGAGT |
| *Clock*-promoter-R | GCTTTCCCTGGGTCAAATGT |
| *Cry1*-promoter-F | AACTTCCTTATGCCACTTCC |
| Cry1-promoter-R | GCTGTCCTAGCACAGACTAG |
| *Nr1d1*-promoter-F | GCCCACCTTGTCACCATAGCAA |
| *Nr1d1*-promoter-R | GCAAGCTTTACTGCTCCGTG |
| *Nr1d1*-enhancer-F | GCAATACACATCTAGATGGAGAGC |
| *Nr1d1*-enhancer-R | GCAGGGCAACCTTAAAATAGC |

# SupplementaryTables

Supplementary Table 1 Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

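The data were liver RNA-seq libraries of mice, 1 library for each of 4 conditions: Vehicle, CLA, GW6471 and CLA+GW6471. Samples were assigned to conditions from their labels, and the diet, the day and the zeitgeber time were checked against the paper's methods. The condition of the libraries with GW6471 rests on the labels alone. The methods describe mapping to mm9 with BWA and Bowtie and quantification with Cufflinks, without versions. The authors deposited FPKM with 2 decimals, 1 column per library, and the filter that led to the 15500 listed genes is not given in the sources used here. The table itself names no unit. The unit was taken from the supplementary table behind Figure 2D, whose 40 values equal the deposited ones. Every column of the table was used.

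Of the listed genes, 107 had no symbol and 25 had a symbol turned into a date, and these were referred to by their Entrez number. No gene was listed more than once. A value of 0 in at least 1 library was given for 2749 genes, and such a 0 can be a failed estimate. FPKM were used as deposited, with 0.1 added before log2. The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The Reactome gene sets came with fgsea 1.28.0 in R 4.3.3 and were joined by Entrez number, which matched 27 of 30 genes of the circadian clock pathways and 83 of 89 genes of the fatty acid pathway.

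The table holds no counts, so no count model was fitted. The depth was estimated from low values of short genes, under 1000 nt, with a single annotated transcript, of which there were 511. For such a gene, 1 read is worth a fixed step of FPKM times length. The values used, between 0.02 and 0.5 in FPKM times length in kb, numbered 140 in Vehicle, 132 in CLA, 139 in GW6471 and 132 in CLA+GW6471. The score of the best step was 0.484 to 0.546 in the 4 libraries, against at most 0.254 with the lengths permuted 200 times. The estimates ran from 18761726 to 19267823 reads, a ratio of 1.03 between the highest and the lowest. Counting intervals (95%, exact Clopper-Pearson) used these estimates with the length of the longest coding transcript of GENCODE vM1. They are approximate and cover counting error only, which is not the difference between animals.

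Comparisons were CLA against Vehicle, GW6471 against Vehicle, CLA+GW6471 against CLA and CLA+GW6471 against GW6471. No test between conditions was made, since 1 library per condition gives no replicate error. A test pooled over the other treatment would assume that CLA and GW6471 do not interact. As labelled, 67.3% of the squared log2 differences among the libraries lay along the interaction. Gene lists were placed among 10000 random lists matched on mean FPKM in 20 classes, with seed 11. The enrichment score was the weighted running sum of pre-ranked GSEA with weight 1. Counts of changed genes used a mean FPKM of at least 1 and a ratio of at least 2-fold, and a single gene was called changed from 1.5-fold. The steps were tested on simulated libraries made from the means and the spread between CLA and Vehicle, over 14553 genes. There, 4% of 200 random lists were called apart, 99.5% of 27-gene lists lowered by 0.4 (log2) were called apart, 99% of genes changed 4-fold were counted as changed, and 1.57% of unchanged genes were counted. The simulated genes varied independently of each other, so the rates for lists do not cover pathways whose genes vary together. The enrichment scores equalled those of fgsea.

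The named genes were fixed by a rule written before the data were examined: the genes of Figure 2D, lists of evening-peak and morning-peak clock genes and of further primer targets, Y-linked genes and Xist, the 5 genes with the largest rise and the 5 with the largest fall in CLA against Vehicle, the 3 and 3 in GW6471 against Vehicle and in CLA+GW6471 against CLA (mean FPKM of at least 5), and the 3 genes with the largest ratio in each hand-written list. The Y-linked genes and Xist were not analysed here, and the values of a few genes that the rule or the lists name are not reported here. The values of Figure 2D were seen in the supplement beforehand. The Figure 2D, Reactome circadian clock, fatty acid and PPARα target lists had their comparisons fixed beforehand. The key clock, lipogenesis, evening-peak and morning-peak lists were also written beforehand, without a fixed comparison. The lists for cholesterol biosynthesis, respiratory electron transport, mitochondrial beta-oxidation, peroxisomal lipid metabolism and the Reactome clock genes outside Figure 2D were chosen after the first results were seen, as was the Figure 2D list in CLA+GW6471 against GW6471 and against CLA. The limits used in the tests of explanations, 0.3 for a value far from 0, 0.1 for a small change and 0.9 for nearly all genes of a list, were also set after the values were seen. The tolerance of 0.05 for a value read from a figure was set in the same way.

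The alternatives tried were a pseudocount of 0.01 or 1, a filter at a mean FPKM of 1 or 5 or none, scaling of the libraries to a common sum or by median of ratios, 5 expression classes, circadian lists without the 7 key clock genes, a hand-written fatty acid list and an unweighted running sum. Summing repeated entries of a gene was also planned and had nothing to act on. Primers and response elements were matched exactly to mm9 on both strands.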

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

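The comparisons of the PPARα targets, that of the Figure 2D list in CLA against Vehicle and the correlation across genes, with its limit of a mean FPKM of 5, were planned. Of the tests of explanations, the one on transcript length and GC content was set before its result was seen. The other tests of explanations, the cholesterol comparisons and the Figure 2D list in CLA+GW6471 against GW6471 and against CLA were chosen after. No difference between conditions was tested, since each condition has 1 library.

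The library labelled GW6471, which the paper does not report on, had higher values of PPARα target genes than Vehicle, although GW6471 is a PPARα antagonist. The median log2 ratio of the library labelled GW6471 to Vehicle was 0.60 over 24 target genes, at percentile 100 of the random lists, and 20 were higher. Pdk4 had 1.17 FPKM in Vehicle and 17.99 in GW6471, a log2 ratio of 3.83 (95% counting interval 3.62 to 4.31), and 15.56 FPKM in CLA+GW6471. Acot1 had a log2 ratio of 2.63 and Cpt1a of 2.01, and the reads of Acot1 are uncertain because Acot2 is a close paralog. Scaling between the libraries is argued against by the median of -0.0041 over all genes with a mean FPKM of at least 1. Counting noise is argued against by 15 targets higher and 0 lower beyond their counting intervals. An exchange of the labels with and without GW6471 in both diets stays open, as do an agonist-like action of the compound and a difference in handling. In CLA+GW6471 against CLA the targets had a median of 0.15, at percentile 94.7, which is not apart from random lists, so these cannot be told apart.

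Transcripts of hepatocytes were low in all 4 libraries. Of 16 hepatocyte genes in a list written before the data were examined, 15 were listed, and the median of their mean FPKM was 0.815, against 5.97 over all genes. Alb, at 922 FPKM, Trf, at 277 FPKM, and Fgb, at 76.3 FPKM, were high, whereas Ttr stood at 0.030, Fga at 0.055, Apoa1 at 0.863 and Cyp2e1 at 0.065 FPKM. Genes left out of the table do not account for this, with 15 of the 16 listed. Mixed-in RNA of blood, macrophages, adipocytes, exocrine pancreas or skeletal muscle is argued against by the 20 of 21 listed genes of those cells with a mean FPKM under 5. The highest was Cd68 at 27.1 FPKM, and 21 of the 43 genes in those lists were listed. For stellate cells or fibroblasts, 6 of 7 listed genes had a mean FPKM under 1. Among them were Col1a1 at 0.26, Col3a1 at 0.005, Lum at 0.01 and Pdgfrb at 0.025. These 6 genes argue against mixed-in RNA of such cells. Dcn alone goes the other way, at 1323 FPKM, and its level stays unexplained. Failed estimates given as 0 are argued against as the whole cause by the 8 of 10 hepatocyte genes with a mean FPKM under 1 that were above 0 in every library. Ttr and Apoh are listed at 0 in some libraries and at 0.04 FPKM in the others. The value of 0.04 argues against failed estimates there, and these stay open only where the 2 genes are listed at 0. A candidate explanation is RNA from material other than whole liver tissue. It rests on the same low median of 0.815, and no profile of liver was used here for comparison, so it remains an untested hypothesis. No biological explanation was tested, since no condition in the design separates it.

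The circadian genes of Figure 2D had a median log2 ratio of -0.34 in CLA against Vehicle and of 0.091 in CLA+GW6471 against GW6471, where 16 of 20 were higher. The latter lay at percentile 87.9 and was not apart from random lists, and the difference between these ratios was not tested. In CLA+GW6471 against CLA the list had a median of 0.41, at percentile 99.98, with 19 of 20 higher. This comparison shares the CLA library with the first, so a low value in that library enters both. The cholesterol biosynthesis genes had a median of 0.85 in CLA against Vehicle and of -0.60 in CLA+GW6471 against GW6471, with 22 of 23 higher in the first and 21 of 23 lower in the second. This opposite direction held across genes. Over 10355 genes, the log2 ratios of CLA to Vehicle and of CLA+GW6471 to GW6471 had a Spearman correlation of -0.67. Genes are not independent replicates. Of the 185 genes at least 2-fold higher in CLA, 179 lay below 0 in CLA+GW6471 against GW6471, and of the 77 lower ones 75 lay above 0.

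For this opposite direction, 1 library out of place is argued against by the correlation of -0.67, as the ratios share no library. Counting noise is argued against by a correlation of -0.68 among genes with a mean FPKM of at least 5. Transcript length and GC content were tested by removing the median of each of 10 length and 10 GC classes from both ratios, and the correlation was then -0.75 over 9762 genes. The libraries did not differ in depth in the required way, with a ratio of 1.00 between the mean estimated reads of Vehicle and CLA+GW6471 and those of CLA and GW6471. Simple blocking of the action of CLA by GW6471 predicts ratios near 0 with GW6471, and the raised genes had a median of -0.87. An exchange of the labels of the GW6471 and CLA+GW6471 libraries could give the pattern. With those labels exchanged, the effects of GW6471 without and with CLA correlated at 0.22, against -0.59 as labelled. An exchange of the Vehicle and CLA labels gives the same values, and a difference in handling between those pairs of libraries, or an interaction of the treatments, cannot be told apart from it with 1 library per condition. All values are given as labelled.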

How the results depend on the processing

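The alternatives for the results fixed beforehand were chosen before the data were examined. For the Figure 2D list in CLA+GW6471 against GW6471 and against CLA and for the Reactome clock genes outside Figure 2D, cholesterol, respiratory, mitochondrial, peroxisomal, key clock, lipogenesis, evening-peak and morning-peak lists, they were applied after the first values were seen. No paired analysis was made. Pairing the libraries with and without CLA across GW6471 would assume the same CLA effect in both pairs. Their log2 ratios had a Spearman correlation of -0.67 across genes.

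Of 201 values of gene lists, scores, ranks, counts and the correlation under an alternative, 162 kept their direction and their side of the threshold, or stayed within 1.5 times the main count. Counted by result, 15 of 32 did so under all of their alternatives, and the others changed under at least 1. The Figure 2D list in CLA against Vehicle was lower under all of its alternatives, between -0.40 and -0.29. The fatty acid list was higher under all of its alternatives, between 0.085 and 0.40, as were the cholesterol list, between 0.74 and 0.87, and the PPARα targets in GW6471 against Vehicle, between 0.33 and 0.65. Of 261 single-gene ratios, 189 stayed within their counting interval under all of their alternatives. No gene called changed at 1.5-fold reversed its direction, but of the 261 ratios 26 crossed this limit with a pseudocount of 0.01, 51 with 1, 10 with scaling to a common sum and 1 with median-of-ratios scaling.

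The enrichment score of the Reactome circadian clock pathway reversed to 0.31 with a pseudocount of 1, to 0.28 with a mean FPKM of at least 1 and to 0.48 without the 7 key clock genes, where its rank moved to 532. The removal of lowered genes itself raises the latter values; otherwise the cause was not tested. In CLA+GW6471 against CLA, which shares the CLA library with the main comparison, this list had a median of 0.0018, at percentile 54.3. With median-of-ratios scaling it was -0.00691, at percentile 48.6. This was counted as a reversal, but such scaling moves all genes of a library together and both values lie near 0. Without the key clock genes the median of this list was -0.15. In GW6471 against Vehicle it passed the limit with a pseudocount of 0.01 (0.11), a mean FPKM of at least 1 (0.11) and without the key clock genes (0.12). With a mean FPKM of at least 1, the PPARα targets in CLA+GW6471 against CLA (0.28) and the Figure 2D list in CLA+GW6471 against GW6471 (0.18) passed it too, as did the evening-peak list with a pseudocount of 1 (0.21). The peroxisomal list no longer passed it with a pseudocount of 0.01 (0.20) or scaling to a common sum (0.17). The cause was not tested.

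Counts of genes changed at least 2-fold depended on the treatment of low values. With a pseudocount of 1 they were 104 higher and 31 lower in CLA against Vehicle, 22 and 10 in GW6471 against Vehicle, 73 and 177 in CLA+GW6471 against CLA, and 13 and 31 in CLA+GW6471 against GW6471. Without a filter they were 403 and 270, 210 and 221, 361 and 554, and 235 and 234 in the same order. With a mean FPKM of at least 5, where fewer genes are considered, they were 83 and 42, 22 and 5, 71 and 141, and 9 and 29. The correlation across genes was -0.49 without a filter. At the estimated depth, genes near 0.1 FPKM such as Ppara and Bhlhe41 have too few reads to show a difference.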

Differences from the paper's values

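Every FPKM that the supplement gives for Figure 2D equals the deposited value, 40 of 40.

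The paper's enrichment score of the circadian set is about -0.6 in Fig. 2C, read by eye, and the score of the Reactome circadian clock pathway in CLA against Vehicle was -0.23. Here genes were ranked from the highest ratio of CLA to Vehicle down, whereas the axis of Fig. 2C is labelled Ctrl at its left end and CLA at its right end, so the direction of the paper's ranking is not settled. The paper does not name the collection of its set, and its fold changes from limma were not used here. The values differed under every alternative set before the data were examined, namely a pseudocount of 0.01 (-0.25) or 1 (0.31), a mean FPKM of at least 1 (0.28), scaling to a common sum (-0.27), median-of-ratios scaling (-0.23), 5 expression classes (-0.23), the list without the 7 key clock genes (0.48) and an unweighted running sum (-0.14). With the 20 genes of Figure 2D as the set, the score was -0.73.

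The paper states that the circadian program was lower in the CLA-treated mice. Over the Reactome circadian clock pathway 12 genes were lower and 15 higher, with a median log2 ratio of 0.044. Over the genes of Figure 2D the direction was the paper's, with 19 of 20 lower, and so it was for each of Per1, Per2, Clock, Arntl and Cry1. The rise of the fatty acid pathway also had the paper's direction, at 0.14.

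Figure 2D places Bhlhe41 next to Cry1 at the lowered end of its genes. Here the log2 ratio of Bhlhe41 was -0.30 with 0.1 added to its FPKM of 0.06 and 0.03, a pseudocount larger than both values. With a pseudocount of 0.01, an alternative set before the data were examined, it was -0.81, between Cry1 at -1.21 and Arntl at -0.77, which is the order of the figure. Its 7 estimated reads in Vehicle and 3 in CLA give a counting interval of -3.81 to 0.90, so its place is not resolved at this depth.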

Other observations

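Both tests of explanations in this part were chosen only after their results were seen. The comparisons of the PPARα targets, except that in CLA+GW6471 against GW6471, and of the Reactome circadian clock list, the counts of changed genes and the rule for the genes with the largest changes were planned. The comparisons of the other lists, the number of pathways outside the central 95%, the shares of the contrasts and the pairs of libraries were chosen after the first results were seen.

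The genes of Figure 2D and the other Reactome circadian clock genes moved apart in CLA against Vehicle. A candidate explanation is that the genes of Figure 2D were chosen for their fall. The Reactome genes outside Figure 2D had a median log2 ratio of 0.19, but removing lowered genes from a list itself raises the rest, and the set from which Figure 2D was drawn is not known, so this cannot be told apart from a true difference. A second hypothesis is a different phase of the clock in the Vehicle and CLA libraries. From other livers, taken at several zeitgeber times, the paper reports lost rhythmicity of Nr1d1, Clock, Cry1, Arntl and Per2 with CLA. The rhythm in those livers was not analysed here. The evening-peak list had a median of 0.23 over 9 genes, at percentile 91.2, and the morning-peak list of -0.39 over 6 genes, at percentile 1.25. Both held genes that moved against their list, with 3 of the 9 lower, Per1 and Per2 among them, and 2 of the 6 higher, so this stays open. The 7 key clock genes had a median of -0.69.

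Further lists in CLA against Vehicle were all higher: the PPARα targets at 0.38 (percentile 100), lipogenesis at 0.59 (100), respiratory electron transport at 0.14 (99.9), mitochondrial beta-oxidation at 0.35 (99.9) and peroxisomal lipid metabolism at 0.19 (97.6). Of 619 Reactome pathways, 39 lay below and 83 above the central 95% of their random lists. Random lists take no account of genes that vary together, so the percentiles are not error rates for pathways. Glycolysis, named after its value was seen, had a median of 0.49. The PPARα targets are a hand-written list. The Reactome pathway for regulation of lipid metabolism by PPARα, also named after its value was seen, went the other way. Its median was -0.16 over 18 genes, at percentile 6.17, which is not apart from random lists.

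Among genes with a mean FPKM of at least 5, the largest rises in CLA against Vehicle were those of Aldoc (2.34), Bnip3 (2.02), Acat2 (1.95), Dhcr7 (1.80) and Cyp1a1 (1.78). The largest falls were those of Il1rn (-2.36), Areg (-1.51), Slc43a3 (-1.43), Il23a (-1.40) and Rnf39 (-1.36). In GW6471 against Vehicle, Il1rn (-1.69), Tff3 (-1.63) and Cd74 (-1.33) fell most. In CLA+GW6471 against CLA, which shares a library with the first comparison, Pdk4 (2.99), Il1rn (2.46) and Acot2 (2.03) rose most and Aldoc (-2.74), Acat2 (-2.43) and Bnip3 (-2.11) fell most. Among the other primer targets, Suv39h2 had a log2 ratio of -0.63 in CLA against Vehicle, and Ghrl stood at 0.15 FPKM in Vehicle and is listed at 0 in CLA.

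Genes changed at least 2-fold numbered 58 higher and 32 lower in GW6471 against Vehicle, 131 and 276 in CLA+GW6471 against CLA, and 37 and 83 in CLA+GW6471 against GW6471. Of the squared log2 differences among the libraries, 11.7% lay along the CLA contrast as labelled, 20.9% along the GW6471 contrast and 67.3% along their interaction. With the labels of GW6471 and CLA+GW6471 exchanged, or those of Vehicle and CLA, the shares of the CLA contrast and the interaction change places, so their order rests on the labels. Vehicle and CLA+GW6471 had the fewest genes differing at least 2-fold of all pairs of libraries, 31, followed by CLA and GW6471 with 39.

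The Reactome circadian clock list had a median of 0.087 in GW6471 against Vehicle, 0.0018 in CLA+GW6471 against CLA and 0 in CLA+GW6471 against GW6471, none of them apart from random lists. The PPARα targets had a median of -0.12 in CLA+GW6471 against GW6471. Sprr1a was the gene with the highest FPKM in every library, with between 3.02% of the FPKM sum in CLA and 5.02% in CLA+GW6471.

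Ppara stood at 0.15 FPKM in Vehicle and between 0.06 and 0.11 in the other libraries. In the paper's supplement to Figure 2F, which covers other samples, the median Ct of the paper's 18 values in the Veh group was 20.5 for Ppara and 26.2 for Gapdh. These are the paper's values.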
